A study of Homo sapiens with 6 samples.

How the data were processed

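Precision run-on sequencing (PRO-seq) maps RNA polymerases that are engaged in transcription. Permeabilized cells extend their nascent RNA by a biotin-labelled nucleotide, the labelled RNA is pulled out on streptavidin beads, and its 3′ ends are sequenced. The samples were 6 libraries from K562, an established human leukaemia cell line that the labels call lymphoblastoid, grown without treatment. The libraries formed 3 groups of 2 biological replicates, which the labels place at least 3 passages apart. The first group used the published PRO-seq protocol and is called PRO-seq 1M, for its nominal input of 1M permeabilized cells per library. The second used a quick protocol, called qPRO-seq, on the same input (qPRO-seq 1M). The third used qPRO-seq on 250k cells (qPRO-seq 250k). Per the labels' protocols, the published protocol had 3 affinity purifications and the quick one had 1, with the first adapter ligated before the purification and the second ligated on the beads. The 1M libraries had 11 cycles of PCR and the 250k libraries had 14. Both adapters carried random molecular identifiers of 6 nt, and reads were 37 nt long at both ends. Group and replicate were taken from the sample titles.

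The files analysed were peak lists. Per the labels, they hold dREG peaks, where dREG is a classifier that finds active promoters and enhancers from the pattern of run-on reads on both strands. Each group had 1 list, which the labels name for both of its replicates, and all 3 lists were matched to a group. The labels do not state the pooling of replicates, the alignment, the use of the molecular identifiers, the genome build, or the version and thresholds of dREG. The score of each peak is the value the authors deposited and has no fixed unit; it was used only to rank or filter peaks within its own list. The p-value of each peak is also as deposited, lay between 0 and 0.05 in the 3 lists, and carries no statement of whether it was adjusted. Start, end and centre positions were deposited in the other columns, which the authors gave without a header. Starts count from 0 in the lists and are printed here counted from 1. Neighbouring peaks of one list were never closer than 20 bp, and positions followed a grid of 10 bp.

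The lists contain no read counts, so the sequencing depth behind each list is unknown, and a longer list cannot be separated from a deeper library. With 1 list per group there was no spread between replicates, and no p-value was computed between groups. Shares of peaks or genes are given with a Wilson 95% confidence interval, and differences of shares with a Newcombe 95% interval. These intervals cover counting error alone, and neighbouring peaks are not independent, so they are too narrow as a measure of what repeated experiments would give.

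Scaffold names in the lists are those of build GRCh38 of the human genome, and gene positions were taken from GENCODE release 29 on the same build. The choice was checked by distance to annotated transcript starts: 68.1% of PRO-seq 1M peaks lay within 500 bp of one, against 10.6% after the peaks were moved by 10 kb. Chromosomes 1 to 22 and X entered the comparisons. Peaks on other sequences were counted apart.

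A peak was taken as overlapped when it shared at least 1 bp with a peak of the other list. The share reached by chance was the mean over 100 random circular shifts of the other list along each chromosome. Regions of overlapping peaks were made by joining the peaks of the 3 lists wherever they overlapped. A peak was near a transcript start when an annotated start of any gene lay within 500 bp of its interval, and distal otherwise. Distal peaks were split into exonic (any overlap with an exon), intronic (inside a gene, no exon) and intergenic. A protein-coding gene had a start peak when a peak lay within 500 bp of any of its annotated transcript starts. Distal and start-near peaks were compared within 10 score groups of equal size (deciles), and the differences were averaged with the decile sizes as weights. Distances between centres used pairs of peaks that each overlapped exactly 1 peak of the other list.

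The genes and peaks named were set by a rule made before the data were examined. The rule listed 13 genes (GATA1, TAL1, LMO2, MYC, FOS, JUN, GAPDH, ACTB, HBG1, HBG2, HBE1, HBB and CDKN2A), the 3 top-scored peaks of each list that no other list overlapped, and the 3 top-scored qPRO-seq 1M peaks overlapped by both other lists. Other genes named in the closing section were chosen after their values were seen, except MTAP and CDKN2B-AS1, which were chosen before their own peaks were looked up.

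The alternatives tried were a limit of 0.01 on p, merging of peaks within 500 bp, inclusion of all sequences, overlap of at least 50% of both peaks, centres within 100 bp, peaks at or above the median score of their list, lists reduced to the 15562 top-scored peaks (the size of the smallest list), random placement in place of shifts, a window of 1000 bp around transcript starts, starts of protein-coding genes alone, no adjustment for score, width deciles in place of score deciles, and interval midpoints in place of the authors' centres. Removal of peaks with a p of exactly 0 and a score below the median was added after the data were examined. A planned comparison of the GC content of peaks was not run, because no genome sequence was used here. In its place, chosen after the data were examined, the GC content of the first 200 nt of annotated transcripts was compared, with a percentile bootstrap interval from 1000 resamples of genes.

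Calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9. The overlap rules were tested on simulated data, where each rule recovered the 7058 peaks with a planted counterpart among 11719. The counterparts were copies of isolated peaks, moved by a few bp. The test therefore checks the calculation and not how the rules act on crowded or shifted peaks. The score-adjusted difference was tested on 200 simulated sets with an imposed difference of -10.0 percentage points, of which 193 gave an interval that held it, and the mean estimate was -9.98. The difference of medians within deciles was tested on 20 simulated sets of 10000 genes with an imposed difference of 5.0, which gave a mean of 5.06.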

Results

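Active regulatory elements were called by dREG from run-on sequencing of K562 cells, a human leukaemia line of erythroid and myeloid character. The data comprised 3 peak lists, each standing for 2 replicate libraries: the published protocol on 1M cells (PRO-seq 1M), the quick protocol on 1M cells (qPRO-seq 1M) and the quick protocol on 250k cells (qPRO-seq 250k). Coordinates refer to build GRCh38, inferred from scaffold names. Read depth was unknown for the 6 libraries, and no value per replicate was analysed here, so none of the differences below could be set against a spread between replicates. Intervals in parentheses are 95% confidence intervals for counting error alone.

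The lists differed in length. On chromosomes 1 to 22 and X, the PRO-seq 1M list held 24707 peaks, the qPRO-seq 1M list 38177 and the qPRO-seq 250k list 15562. The corresponding covered lengths were 11.8 Mb, 17.6 Mb and 6.96 Mb. Peaks were of similar width, with medians of 450 bp, 440 bp and 430 bp. At equal input, the qPRO-seq 1M list was 1.55 times as long as the PRO-seq 1M list. Within the quick protocol, the list from 1M cells was 2.45 times as long as that from 250k cells. Merging of peaks within 500 bp moved the numbers most, to 16852, 24922 and 12114, and left the qPRO-seq 1M list the longest. In the lists as deposited, 40.6% of PRO-seq 1M peaks, 41.9% of qPRO-seq 1M peaks and 26.4% of qPRO-seq 250k peaks lay 20 bp from a neighbour.

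The first comparison addressed how the quick protocol related to the published one at equal input. Of the 24707 PRO-seq 1M peaks, 90.6% (90.2 to 90.9) were overlapped by a qPRO-seq 1M peak, against 1.19% after random shifts. In the other direction, 63.3% (62.8 to 63.8) of qPRO-seq 1M peaks were overlapped by a PRO-seq 1M peak, with 0.787% after shifts. The asymmetry followed the list lengths. When both lists were reduced to their 15562 top-scored peaks, the shares were 78.3% and 77.9%. A stricter rule, centres within 100 bp, lowered the shares of the full lists to 73.4% and 47.5%. Where a peak of one list matched exactly 1 peak of the other (13712 pairs), the centres lay a median of 30 bp apart, with an interquartile range of 10 to 70 bp.

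The second comparison addressed the lower input. Of the 15562 qPRO-seq 250k peaks, 96.6% (96.3 to 96.9) were overlapped by a qPRO-seq 1M peak and 91.2% (90.8 to 91.7) by a PRO-seq 1M peak. The 250k list in turn overlapped 44.1% (43.6 to 44.6) of qPRO-seq 1M peaks and 60.2% (59.6 to 60.8) of PRO-seq 1M peaks. With the 1M lists reduced to 15562 peaks, the order of the first pair of shares changed, with 77.0% of qPRO-seq 250k peaks overlapped by qPRO-seq 1M and 79.9% by PRO-seq 1M. In the other direction, 74.9% of qPRO-seq 1M peaks and 77.8% of PRO-seq 1M peaks were overlapped by the 250k list. The centres of 10305 matched pairs of qPRO-seq 250k and qPRO-seq 1M peaks were a median of 30 bp apart. That was the same value as between the 1M lists, while 9936 pairs of PRO-seq 1M and qPRO-seq 250k peaks gave 40 bp. Each of these medians had an interval of 30 to 40 bp on a grid of 10 bp, so they were not told apart.

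Joining the 3 lists gave 33701 regions. The largest class, 12551 regions (37.2%), had a peak in the qPRO-seq 1M list alone, and 11669 regions (34.6%) had a peak in all 3 lists. A further 6109 regions were shared by both 1M lists alone, 2047 occurred in PRO-seq 1M alone, 850 in both qPRO-seq lists, 352 in qPRO-seq 250k alone and 123 in PRO-seq 1M and qPRO-seq 250k.

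**Figure D1:**
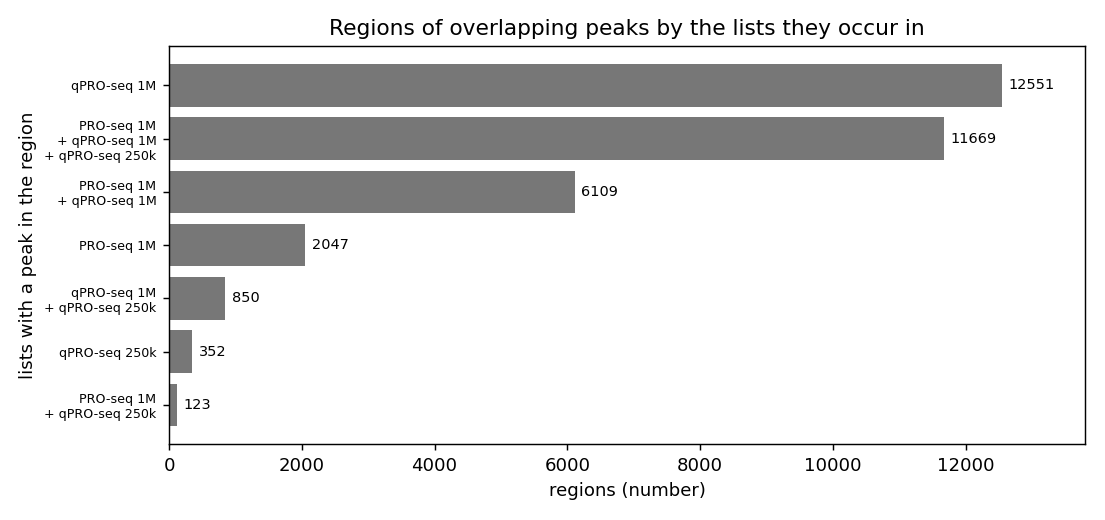
Number of regions of overlapping peaks (x axis) by the lists that had a peak in the region (y axis), on chromosomes 1 to 22 and X. The bars for qPRO-seq 1M alone (12551) and for all 3 lists (11669) are the longest, and the other bars stay at or below 6109.

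The overlap rose with the score of the peak in its own list. In the lowest score decile of PRO-seq 1M peaks, 70.2% (68.3 to 71.9) were overlapped by qPRO-seq 1M peaks, and in the highest decile all 2471 were (99.8 to 100). For qPRO-seq 1M peaks the share overlapped by PRO-seq 1M rose from 26.9% (25.5 to 28.3) to 98.7% (98.3 to 99.0), and the share overlapped by qPRO-seq 250k rose from 10.2% (9.25 to 11.2) to 94.7% (93.9 to 95.3). Of the 13999 qPRO-seq 1M peaks without a PRO-seq 1M counterpart, 80.05% (79.4 to 80.7) scored below the median of their list. Of the 2330 PRO-seq 1M peaks without a qPRO-seq 1M counterpart, 94.2% (93.1 to 95.04) did so.

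**Figure D2:**
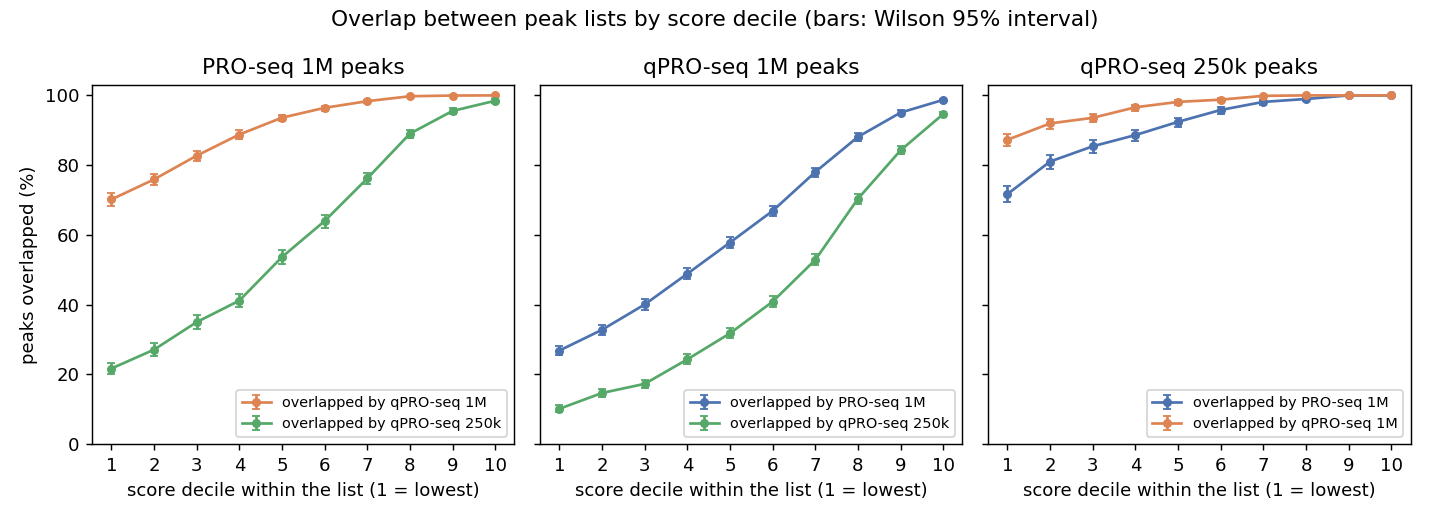
Share of the peaks of each list (panel) that another list overlapped, in percent (y axis), by decile of the peak's score within its list (x axis, 1 lowest), with Wilson 95% intervals as bars and the overlapping list as colour. The share of qPRO-seq 1M peaks overlapped by qPRO-seq 250k climbs from 10.2% to 94.7%, while the share of qPRO-seq 250k peaks overlapped by qPRO-seq 1M starts at 87.3%.

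The lists also differed in where their peaks lay. Peaks within 500 bp of an annotated transcript start made up 68.1% (67.5 to 68.7) of the PRO-seq 1M list, 54.2% (53.7 to 54.7) of the qPRO-seq 1M list and 73.5% (72.8 to 74.2) of the qPRO-seq 250k list. With all lists at 15562 top-scored peaks, the PRO-seq 1M and qPRO-seq 1M shares were 76.6% and 67.3%, and the order of qPRO-seq 250k and PRO-seq 1M changed. Distal intronic peaks were 13.9%, 21.5% and 11.2% of the lists, distal intergenic peaks 14.9%, 20.2% and 12.6%, and distal exonic peaks 3.08%, 4.13% and 2.68%, in the order PRO-seq 1M, qPRO-seq 1M and qPRO-seq 250k.

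**Figure D3:**
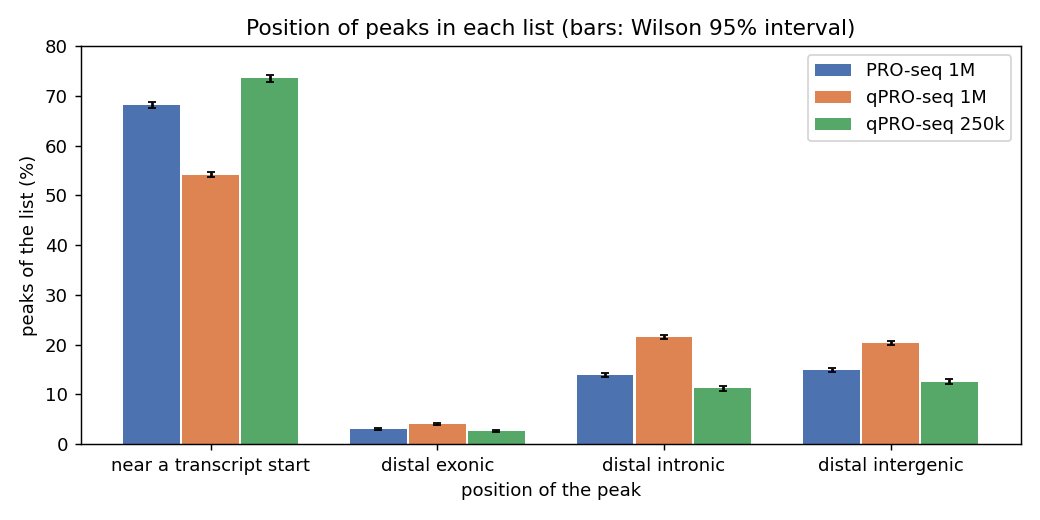
Share of the peaks of each list, in percent (y axis), by position relative to the gene annotation (x axis), with Wilson 95% intervals as bars and the list as colour. The qPRO-seq 1M list has the smallest share near transcript starts (54.2%) and the largest distal shares.

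Start peaks were counted over 19864 protein-coding genes. A start peak was found for 10503 genes (52.9%, 52.2 to 53.6) in the PRO-seq 1M list, 10821 genes (54.5%, 53.8 to 55.2) in the qPRO-seq 1M list and 8735 genes (44.0%, 43.3 to 44.7) in the qPRO-seq 250k list. The same 8566 genes had a start peak in all 3 lists. Between the 1M lists, 694 genes had one in qPRO-seq 1M and not in PRO-seq 1M, and 376 genes had one in PRO-seq 1M and not in qPRO-seq 1M. The order of the lists changed at equal list size, where 47.0% of genes had a PRO-seq 1M start peak, 44.0% a qPRO-seq 250k one and 42.4% a qPRO-seq 1M one.

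Distal qPRO-seq 1M peaks had counterparts less often than start-near ones. PRO-seq 1M peaks overlapped 42.4% (41.7 to 43.1) of the 17501 distal and 81.1% (80.5 to 81.6) of the 20676 start-near qPRO-seq 1M peaks. Within score deciles the difference was -27.3 percentage points (-28.1 to -26.4). For overlap with the qPRO-seq 250k list the shares were 24.4% and 60.9%, and the difference within score deciles was -23.4 percentage points (-24.3 to -22.6). PRO-seq 1M peaks did not follow this pattern against the qPRO-seq 1M list: 86.9% of distal and 92.3% of start-near peaks were overlapped, and within score deciles the difference was 0.441 percentage points (-0.298 to 1.12), an interval that includes 0. Without the adjustment for score it was -5.37 percentage points, with the opposite sign. The differences for qPRO-seq 1M peaks partly restate where the peaks of each list lay. The PRO-seq 1M list held 7885 distal and 16822 start-near peaks, and the qPRO-seq 250k list 4125 and 11437. These numbers limit how many distal qPRO-seq 1M peaks either list could overlap, and score deciles do not remove that limit.

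Among the 13 genes chosen beforehand, 9 had a start peak in all 3 lists. GATA1 (chromosome X, 48786554 to 48794311) had 1 start peak per list, at 48786281 to 48786740 in PRO-seq 1M, 48786131 to 48786840 in qPRO-seq 1M and 48786251 to 48786620 in qPRO-seq 250k. The authors' centres of these peaks lay at 48786550, 48786540 and 48786540, beside the annotated gene start. MYC (chromosome 8, 127735434 to 127741434) had start peaks in all lists, the top one centred at 127736120, 127736210 and 127736200. JUN (chromosome 1, 58780788 to 58784327, minus strand) had 1 start peak per list, at percentiles 99.8, 97.2 and 93.0 of the scores of its list. LMO2 (chromosome 11, 33858576 to 33892289) had start peaks in both 1M lists, at percentiles 12.6 and 2.9 of the scores, and none in qPRO-seq 250k. The top start peak of both HBG2 and HBE1 lay near 5505760 on chromosome 11 in the 1M lists and near 5505690 in qPRO-seq 250k. This site is the start of long transcripts assigned to both genes and lies far from the globin coding exons. In qPRO-seq 250k it was the only start peak of HBG2. HBG1 had a start peak in all lists, at 5249901 to 5250270 in PRO-seq 1M. The top one stood at percentiles 16.0, 67.0 and 17.2 of the scores, in the order PRO-seq 1M, qPRO-seq 1M and qPRO-seq 250k. HBG1 and HBG2 are near-identical copies, so the placement of reads there, and with it these peaks, is uncertain. No start peak of GAPDH, HBB or CDKN2A was present in the lists analysed here.

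The top-scored peaks shared by all lists lay at the start of MTFR2 (chromosome 6, 136250271 to 136250830, score 1.54 in qPRO-seq 1M), in an intron of SPEN (chromosome 1, 15885941 to 15886780) and between genes on chromosome 1 (212242091 to 212242780). The top qPRO-seq 1M peaks without a counterpart lay in introns of DYDC2 (chromosome 10, 80358601 to 80359360, score 1.16) and CRISP2 (chromosome 6, 49693681 to 49694260) and at the start of ERI1 (chromosome 8, 9011761 to 9012460). These stood at percentiles 98.4, 97.7 and 98.3 of the scores of their list, and the nearest peak of another list was at least 8630 bp away. The top peaks found in PRO-seq 1M alone lay at the starts of PACS1 (chromosome 11, 66070031 to 66070530), E2F8 (chromosome 11, 19241431 to 19242070) and PKIG (chromosome 20, 44531661 to 44532240), at percentiles 76.9, 76.2 and 75.5 of the scores of their list. The E2F8 peak lay 20 bp from a peak of both other lists, so its lack of a counterpart rested on where neighbouring peaks were divided. The top peaks found in qPRO-seq 250k alone lay at the starts of BAIAP2 (chromosome 17, 81056831 to 81057170) and ZNF485 (chromosome 10, 43606241 to 43606490) and in an intron on chromosome 16 (73478301 to 73478550), where the annotations of ZFHX3 and LINC01568 overlap. They stood at percentiles 60.4, 57.1 and 56.9 of the scores of their list.

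The p-values followed the score unevenly. A p of exactly 0 was listed for 4852 PRO-seq 1M peaks, 8054 qPRO-seq 1M peaks and 1928 qPRO-seq 250k peaks. In the PRO-seq 1M list these made up 80.9% of peaks with a score above 1.0 and none of the 5264 peaks scoring 0.6 to 0.8, but 49.3% of peaks scoring 0.35 to 0.4. A limit on p therefore kept peaks at both ends of the score range: at a limit of 0.01, 21192, 31973 and 12680 peaks remained.

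**Figure D4:**
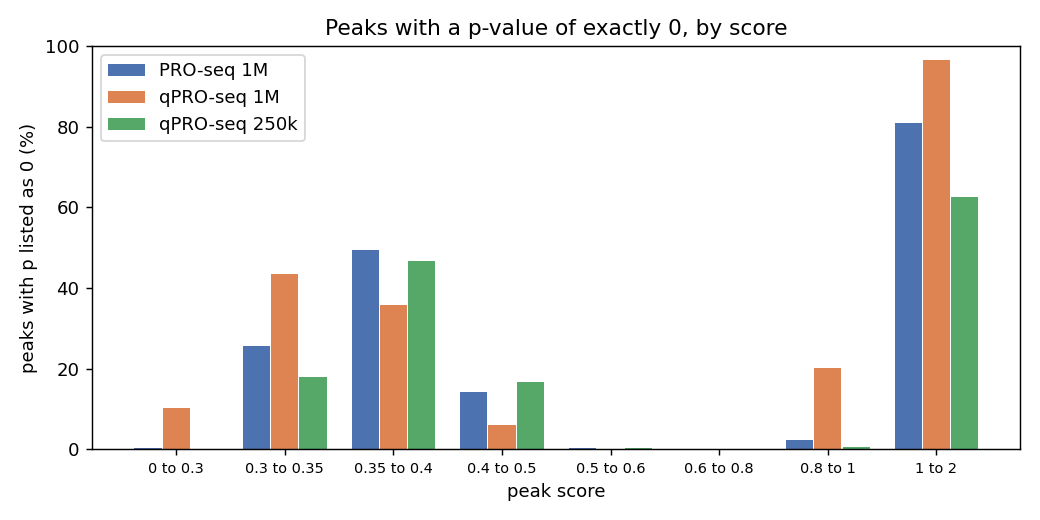
Share of peaks with a p-value listed as exactly 0, in percent (y axis), by the authors' score (x axis), with the list as colour. Peaks with p of 0 occur at scores above 1.0 (80.9% in PRO-seq 1M) and again at 0.35 to 0.4 (49.3%), with almost none between 0.5 and 0.8.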

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

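The test on qPRO-seq 1M peaks in this part was chosen after its result was seen; the other tests were fixed before. Peaks also lay outside the chromosomes used for the comparisons. They numbered 75 in the PRO-seq 1M list, 220 in the qPRO-seq 1M list and 44 in the qPRO-seq 250k list, each above the limit of 3 set for a signal in data outside the main measurement. In the same order they made up 0.303%, 0.573% and 0.282% of the lists. Alternate scaffolds, which hold other versions of parts of the chromosomes, carried 44, 145 and 28 of them, and unplaced scaffolds 30, 73 and 11. Chromosome Y carried 1 peak, in qPRO-seq 1M. The mitochondrial genome carried 1 peak in each 1M list and 5 in qPRO-seq 250k, and in each list a peak started at position 21 of it.

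The peaks on these sequences recurred between lists. Of the 75 PRO-seq 1M peaks there, 74.7% (63.8 to 83.1) were overlapped by a qPRO-seq 1M peak, below the 90.6% on the main chromosomes and above the mean of 2.36% and the highest value of 8.0% from 100 random shifts along the same sequences. This argues against calls private to one list as the whole cause. The last peak end stood in for the unknown sequence lengths in these shifts, which does not understate chance. Of the 220 qPRO-seq 1M peaks there, 25.9% (20.6 to 32.1) were overlapped by PRO-seq 1M, above the highest value of 3.18% from shifts and below the 63.3% on the main chromosomes. Calls private to one list are thus not the whole cause in qPRO-seq 1M either, but most of its peaks there had no counterpart, and what they are stays open. Reads that also match a chromosome of the main assembly stay open as a technical explanation for the 145 qPRO-seq 1M peaks on alternate scaffolds, 66 of them on scaffolds of chromosome 6. No alignment of the scaffolds was used here, so this cannot be told apart from elements specific to the scaffold versions. No biological explanation was tested.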

How the results depend on the processing

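Most of the other settings were fixed before the data were examined; removal of low-scoring peaks with a p of 0 and the alternatives for GC content were added afterwards. Of the 95 alternative values for the main results, 29 stayed within the interval of the value reported (within 1.5 times for numbers of peaks), 64 moved beyond it and 2 changed sign. The 29 include the qPRO-seq 250k shares near a transcript start (73.5%) and of genes with a start peak (44.0%) at equal list sizes. That setting does not shorten this list, so these shares are unchanged by construction and test nothing. Because the lists are long, the intervals are narrow, so that small shifts also count as moved. Unless a reason is given, the cause was not tested.

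Numbers of peaks stayed within 1.5 times under the alternatives run, except that merging within 500 bp lowered qPRO-seq 1M to 24922. The qPRO-seq 1M list was the longest under all of them, from 1.48 to 1.55 times PRO-seq 1M and from 2.06 to 2.52 times qPRO-seq 250k.

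Overlap shares are given in the order PRO-seq 1M by qPRO-seq 1M, PRO-seq 1M by qPRO-seq 250k, qPRO-seq 1M by PRO-seq 1M, qPRO-seq 1M by qPRO-seq 250k, qPRO-seq 250k by PRO-seq 1M and qPRO-seq 250k by qPRO-seq 1M. Rules stricter by construction lowered all of them: overlap of at least 50% of both peaks gave 79.5%, 50.3%, 51.5%, 34.9%, 79.9% and 85.5%, and centres within 100 bp gave 73.4%, 46.9%, 47.5%, 33.2%, 74.5% and 81.5%. Equal list sizes gave 78.3%, 77.8%, 77.9%, 74.9%, 79.9% and 77.0%, which reduced the asymmetry between the directions that unequal lengths create by construction. The order of the last 2 shares changed, with qPRO-seq 250k peaks overlapped more often by PRO-seq 1M than by qPRO-seq 1M. Merging within 500 bp moved the first 4 shares to 91.8%, 64.6%, 61.9% and 45.9%. A limit of 0.01 on p moved both PRO-seq 1M shares to 89.4% and 57.6%, and the shares between the qPRO-seq lists to 42.9% and 96.3%. Peaks at or above the median score moved the last 5 to 59.0%, 62.45%, 43.1%, 90.5% and 97.3%. Without low-scoring peaks with a p of 0, the first 2 became 89.7% and 59.3% and the last 2 became 90.6% and 96.1%. Including all sequences moved none of the 6. Chance levels by random placement stayed within the range of the shifts.

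The share of peaks near a transcript start, in the order PRO-seq 1M, qPRO-seq 1M and qPRO-seq 250k, was 73.8%, 61.9% and 78.1% with a window of 1000 bp and 62.1%, 48.2% and 67.2% with protein-coding starts alone, both by construction. Equal list sizes gave 76.6% for PRO-seq 1M and 67.3% for qPRO-seq 1M, against 73.5% for qPRO-seq 250k. qPRO-seq 1M was lowest throughout, while the order of the other lists changed. The share of genes with a start peak was 53.7%, 55.5% and 44.9% with the wider window, and 47.0% and 42.4% for the 1M lists at equal size, where qPRO-seq 1M fell below both PRO-seq 1M and qPRO-seq 250k (44.0%).

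The difference between distal and start-near PRO-seq 1M peaks, whose interval includes 0, changed sign without score adjustment (-5.37 percentage points) and within width deciles (-2.92), and was 5.67 with overlap of at least 50% of both peaks. Its direction is therefore not settled. The differences for qPRO-seq 1M peaks stayed negative. Against PRO-seq 1M they were -38.7 without adjustment, -26.1 with the 1000 bp window, -17.6 with 50% of both peaks and -34.6 within width deciles. Against qPRO-seq 250k they were -36.5 without adjustment, -16.5 with 50% of both peaks and -31.8 within width deciles.

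Overlap of at least 50% of both peaks lowered the shares in the lowest and highest score deciles to 48.5% and 98.0% for PRO-seq 1M by qPRO-seq 1M, 12.9% and 95.9% for qPRO-seq 1M by PRO-seq 1M, and 3.33% and 87.8% for qPRO-seq 1M by qPRO-seq 250k. The rise with score was present in each. Interval midpoints gave a median distance of 45 bp between qPRO-seq 1M and PRO-seq 1M and 40 bp between qPRO-seq 1M and qPRO-seq 250k. The equality of these medians thus depended on the centre used.

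The GC difference at transcript starts of qPRO-seq 1M genes without a qPRO-seq 250k peak changed sign without score adjustment, to 0.25 percentage points. Of the 11 other alternative values for chance levels and GC content, 9 stayed within the interval and 2 moved. Both were for qPRO-seq 1M genes without a PRO-seq 1M peak. The difference there stayed negative, at -4.0 without score adjustment and -5.81 at equal list sizes.

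The planned comparison of GC content of peaks was not run, for want of a genome sequence used here. Leaving out single replicates was not possible with 1 list per group. No paired analysis was possible because each group had a single list for both replicates and the results came from no test between libraries. Depth is unknown, which limits every comparison of list lengths and of the shares that depend on them.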

Other observations

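The tests of rounded p-values, of the peak-poor stretch on chromosome 6, and of base composition in genes missing from PRO-seq 1M were chosen after the pattern had been seen; the other tests in this part were set before their result was seen. The groups differ in protocol and input, not in biology, and all libraries came from one cell line, so no biological explanation was tested unless named.

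Low-scoring peaks with a p of exactly 0 were common. In the qPRO-seq 1M list 3838 of the 8054 peaks with p of 0 scored below the median, which argues against rounding of very small p-values to 0 as their source, since intermediate scores carried small positive values. Very strong support that the score does not show was also not borne out. At equal score, the overlap of these peaks with PRO-seq 1M differed from that of low-scoring peaks with positive p by -2.77 percentage points (-6.99 to 0.979). A substitute value set by the software where a p could not be computed may be the source and was not tested. Whatever the source, a limit on p in these lists retains weak peaks: of the peaks kept at 0.01, 10.5% in PRO-seq 1M, 12.004% in qPRO-seq 1M and 12.1% in qPRO-seq 250k had a p of 0 and a score below the median of the full list.

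The greater length of the qPRO-seq 1M list was not explained by finer splitting of the same regions, since after merging within 500 bp the list was still 1.48 times as long as PRO-seq 1M. Its extra peaks lay toward the calling limit, with 80.05% of those lacking a PRO-seq 1M counterpart below the median score. The reverse direction gave the same, with 94.2% of PRO-seq 1M peaks lacking a qPRO-seq 1M counterpart below the median of their list. Low scores of unmatched peaks therefore do not tell why the qPRO-seq 1M list is longer. Greater depth or a better signal in the qPRO-seq 1M libraries stays open, and the lists do not separate these. Some extra peaks were strong, as the DYDC2 and CRISP2 introns and the ERI1 start show.

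Chromosome 19 gained least. The ratio of qPRO-seq 1M to PRO-seq 1M peaks was 1.34 there and 1.43 to 1.82 on the other chromosomes. A larger part of peaks near transcript starts is not the whole reason, because among distal peaks the ratio on chromosome 19 was 1.69, outside the range of 1.93 to 2.77 on the others. Sampling of peaks on a small chromosome is also argued against, as the upper 95% limit of the distal ratio, 1.89, stayed below the median of 2.30. For start-near peaks the ratio on chromosome 19, 1.20, lay inside the range of the others, 1.12 to 1.31. The ratio of qPRO-seq 1M to qPRO-seq 250k peaks was 2.18 on chromosome 19 and 2.26 to 2.87 on the others. Among distal peaks it was 3.40 (2.94 to 3.93), against 3.56 to 5.53 on the others with a median of 4.46. The distal value was again the lowest, but its interval reached into the range of the others, so chromosome 19 was less clearly set apart here. Both comparisons share the qPRO-seq 1M list. Without it there was no shortfall: the ratio of PRO-seq 1M to qPRO-seq 250k peaks was 1.63 on chromosome 19, inside the range of 1.45 to 1.76 on the others, and 2.02 among distal peaks, inside 1.68 to 2.44. The shortfall thus belongs to the qPRO-seq 1M list, and whether it comes from the protocol or from those libraries stays open. The high GC content and gene density of chromosome 19 stay open as candidate explanations and could not be tested per peak without a genome sequence.

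Distal qPRO-seq 1M peaks were overlapped by qPRO-seq 250k less often than start-near ones. Lower scores of distal peaks were not the whole cause, with a difference of -23.4 percentage points (-24.3 to -22.6) within score deciles, and neither were narrower distal peaks, with -31.8 (-32.7 to -30.9) within width deciles. The same qPRO-seq 1M peaks gave -27.3 (-28.1 to -26.4) against PRO-seq 1M, at equal input. Starting from PRO-seq 1M peaks, the difference was -7.75 (-8.92 to -6.64) against qPRO-seq 250k and 0.441 (-0.298 to 1.12) against qPRO-seq 1M. Starting from qPRO-seq 250k peaks, it was -9.32 (-10.42 to -8.36) against PRO-seq 1M and -2.15 (-2.89 to -1.56) against qPRO-seq 1M. Only PRO-seq 1M peaks against qPRO-seq 1M gave an interval that includes 0. The size of the difference thus depended on both lists compared, and the parts of input, depth and protocol in it stay open. The numbers of distal and start-near peaks in the other list limit these shares, and neither score nor width deciles remove that limit.

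Base composition differed between genes found by one protocol and not the other. For each gene with a start peak, the GC content of the first 200 nt of its transcripts was compared within score deciles. GC content was obtained for 10818 of the 10821 qPRO-seq 1M genes, so sets of these genes can be slightly smaller here than in the counts above. The 692 genes with a qPRO-seq 1M start peak and none in PRO-seq 1M had lower GC content, by -7.52 percentage points (-10.65 to -5.95). The unadjusted medians were 59.0% against 63.0%, a smaller difference of -4.0. Deciles were weighted by all their genes, so those with few unmatched genes counted in full. The reverse test was then set in advance: if the protocols have opposite base preferences, genes with a PRO-seq 1M start peak and none in qPRO-seq 1M should be richer in GC. The 376 such genes differed by 6.22 percentage points (1.1 to 9.08), with medians of 68.5% and 63.5%. At equal list sizes the differences were -5.81 (-7.63 to -3.49) and 2.96 (1.76 to 6.35). For the 2150 genes with a qPRO-seq 1M start peak and none in qPRO-seq 250k, base composition at the transcript start was not shown to matter, at -0.52 (-3.48 to 0.58), although those libraries had 3 more cycles of PCR. A hypothesis is that a step that differs between the protocols, such as purification, adapter ligation or reverse transcription, favours different base compositions. Promoter classes that differ in GC content and in expression level could give the same pattern and were not separated. A single list per group leaves open a difference between individual libraries.

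Peaks found in the 250k list and in neither other list were more often exonic. Of the 211 distal ones, 48 (22.7%) overlapped an exon, against 9.25% of the 3849 distal ones shared with qPRO-seq 1M, a difference of 13.5 percentage points (8.27 to 19.7). Spliced RNA carried into the libraries predicts such an excess and may contribute at low input. Low scores of these peaks were not the whole cause, as 9.71 percentage points (5.36 to 19.4) remained within the score deciles that could be compared. For peaks in PRO-seq 1M alone, against those shared with qPRO-seq 1M, the difference was 2.31 (0.306 to 4.585), and 1.87 (-0.258 to 5.99) within score deciles, an interval that includes 0. For peaks in qPRO-seq 1M alone, against those shared with PRO-seq 1M, it was -1.72 (-2.60 to -0.846), and -2.985 (-4.08 to -1.71) within score deciles. Of the 48 exonic peaks, 42 lay in protein-coding genes. These peaks are 48 of 15562, so they carry little weight in the list. Starts of transcription inside exons stay open.

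CDKN2A had no start peak in the lists analysed here. Loss of the region from the K562 genome would also remove peaks from the broadly used neighbour MTAP, and this was tested before the extent of the gap was known. MTAP had no start peak, and 0 peaks of the 3 lists lay between MTAP and CDKN2B-AS1, which is consistent with the loss. The evidence is weak, because many genes lack a start peak and a gap in the copy of the lists analysed here would look the same. The stretch without peaks ran from 20685221 to 26890460 on chromosome 9, 6.21 Mb with 26 protein-coding genes, 16 of them interferon genes. It was 1 of 455 stretches over 1 Mb without peaks and ranked 8 by number of genes. A stretch of 6.10 Mb on chromosome 11 (50298881 to 56401270) held 38 genes. Stretches across centromeres were not set aside, so this ranking cannot tell whether the chromosome 9 stretch stands apart.

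A second stretch nearly without peaks lay on chromosome 6, from 28616451 to 33414460 (4.80 Mb), around the major histocompatibility complex. It held 3 peaks, all in the qPRO-seq 1M list. Of its 174 protein-coding genes, 2 had a start peak in any list, against 57.0% of 19690 genes elsewhere. Loss of the stretch from the K562 genome would leave no peaks on scaffolds that hold other versions of it. Alternate scaffolds of chromosome 6 carried 66 qPRO-seq 1M peaks, but these were not placed along the chromosome, so they cannot decide on loss. The 3 peaks inside the stretch argue against loss of all of it, though no other list has them. Loss of parts of the stretch stays open. Genes that are silent in K562 are not a sufficient cause. Of 18 genes of the stretch chosen because every cell uses them, 0 had a start peak, against 75 of 79 genes for ribosomal proteins elsewhere. The 0 of 18 allows a share of up to 16.7%, a limit equal to 3 divided by 18 and not a Wilson limit. Reads set aside because they match more than one version of the stretch could leave such a gap, and the 2 genes with a peak cannot decide this without the alignments. Entries missing from the copy of the lists analysed here also stay open. GAPDH, which every cell uses as well, lay in a stretch without peaks of 73.7 kb on chromosome 12 (6494321 to 6568050), for which no explanation was tested.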
